# Traditional Chinese Medicine Shi-Bi-Man ameliorates psoriasis via inhibiting IL-23/Th17 axis and CXCL16-mediated endothelial activation

**DOI:** 10.1186/s13020-024-00907-z

**Published:** 2024-03-01

**Authors:** Chenyang Zhang, Xinran Cao, Lixin Zhao, Zitong Ni, Haojie Du, Jiao Qu, Jianxia Zhu, Haiyan Sun, Yang Sun, Zijun Ouyang

**Keywords:** Psoriasis, IL-23, Th17 axis, Single-cell RNA sequencing, Endothelial cell

## Abstract

**Background:**

Psoriasis is a chronic inflammatory genetic disease, mainly manifesting in the skin. Conventional therapies, such as glucocorticosteroids and corticosteroids, have adverse effects that limit drug use. Hence, it is imperative to identify a new therapeutic strategy that exhibits a favorable safety profile. Shi-Bi-Man (SBM) is a safe herbal supplement sourced from various natural plants, including ginseng, angelica sinensis, polygonum multiflorum, and aloe vera.

**Purpose:**

We aimed to find a potential treatment for psoriasis and investigate the underlying mechanism through which SBM alleviates psoriatic-like skin inflammation in mice.

**Methods:**

We investigated the effects of supplementing with SBM through intragastric administration or smear administration in a murine model of imiquimod-induced psoriasis. The changes in body weight and Psoriasis Area and Severity Index (PASI) score were recorded throughout the entire process. Additionally, we used hematoxylin–eosin staining to observe the skin structure and performed single-cell RNA sequencing to explore the underlying mechanism of SBM in influencing the psoriasis-like phenotype. Immunofluorescence was conducted to verify our findings. Furthermore, reverse transcription-quantitative polymerase chain reaction (RT-qPCR) was employed to investigate the impact of Tetrahydroxy stilbene glycoside (TSG) on the expression levels of* IL23* in HaCaT cells.

**Results:**

SBM remarkably alleviated the psoriasis-like phenotype by inhibiting IL-23/Th17 cell axis. Single-cell RNA sequencing analysis revealed a decrease in the expression of *Il17* and *Il23* in keratinocytes and T cells, concomitant with a reduction in the proportion of Th17 cells. Meanwhile, the activation of endothelial cells was inhibited, accompanied by a decrease in the expression of *Cxcl16*. In vitro, the addition of TSG to HaCaT cells resulted in significant suppression of *IL23* expression stimulated by tumor necrosis factor-alpha (TNF-α).

## Highlights

1. SBM ameliorates imiquimod-induced psoriasis-like phenotype in mice.
2. SBM inhibits IL-23/Th17 axis by decreasing Th17 cell proportion and IL-17 expression in keratinocytes and T cells.
3. SBM inhibits CXCL16-mediated endothelial activation.

## Introduction

Psoriasis is a chronic autoimmune skin disease characterized by plaques and scales [1]. The global prevalence is approximately 2% [2]. Despite chronic plaque-type psoriasis, which accounts for about 90% of psoriasis cases, some patients suffer from pustular psoriasis, guttate psoriasis, and inverse psoriasis [3]. Patients with psoriasis have excessive proliferation of keratinocytes, dilation of dermal capillaries, and infiltration of inflammatory cells. Patients afflicted with severe psoriasis experience a range of complications, such as the development of arthritis and immune dysfunction [4]. Dendritic cells and macrophages present in the dermis affected by psoriasis are responsible for the production of interleukin 23. This production leads to the activation of T cells, as well as the release of inflammatory cytokines including IL-17A, IL-17F, IL-22, IL-6, and TNF-α [5]. Small molecule inhibitors and biologics are commonly used in the clinical treatment of psoriasis. In certain case series, the surgical procedure of tonsillectomy has been found to result in a notable amelioration of plaque psoriasis [6–8]. Methotrexate and cyclosporine are widely used in the clinical management of psoriasis. Acitretin is used to inhibit the proliferation and differentiation of keratinocytes [9, 10]. Nevertheless, the attainment of long-term usage is challenging due to the adverse effects and the potential for relapse following cessation [11]. T cells play a pivotal role in mediating various inflammation and immune disorders. T cell-based immunotherapy is advancing. CXC chemokine receptor 6 (CXCR6) has been listed a novel target for immunotherapy for autoimmune, including psoriasis. [12] With the approval of the Etanercept for clinical use by the U.S. Food and Drug Administration, the advent of biologic therapies for psoriasis commenced. Subsequently, the discovery of the IL-23/Th17 axis has led to the development of a growing number of inhibitors that target IL-17 or IL-23, including guselkumab, which have entered the market [13]. Biologic medications, while exhibiting a reduced incidence of adverse effects, impose a significant economic strain on patients due to their exorbitant cost [14]. Hence, it holds clinical importance to identify a treatment that is both safe, efficacious and economically accessible.

As the study of psoriasis has advanced, there has been an increasing recognition of the significant involvement of endothelial cells in the progression of the disease. The characteristic epidermal hyperplasia observed in psoriasis is closely associated with the angiogenic microenvironment influenced by vascular endothelial growth factor (VEGF) [1]. Nonetheless, in another research, psoriasis has been linked to the genetic mutation of VEGF [15]. In addition, suppression of gene expression has been shown to effectively alleviate psoriasis-like features in a mouse model [16]. Furthermore, for psoriatic skin, endothelial cells become activated and release endothelial adhesion molecules, resulting in the recruitment of leukocytes and subsequent initiation of an inflammatory response [17].

As a blend of a variety of Chinese herbs, Shi-Bi-Man (SBM) comprises ingredients such as Radix Ginseng, tea polyphenols, Radix Polygoni Multiflori (the root tuber of *Polygonum multiflorum* Thunb.), Radix Angelica Sinensis from the root of *Angelica sinensis* (Oliv.) Diels, Aloe vera L., linseed, and green tea extract. SBM showed no toxicity in a prior mouse model [18]. Previous research has demonstrated that TSG and EGCG, the primary active components found in SBM, can stimulate hair regrowth by activating the fibroblast growth factor (FGF) pathway in dermal papillary cells [18].

In this study, we aimed to explain the mechanism of SBM in the treatment of psoriasis using single-cell sequencing technology, clarify the target of SBM based on specific cell populations, offering insights that could potentially introduce a new choice for the clinical treatment of psoriasis.

## Materials and methods

### Reagents

Imiquimod (GTH110C, 3 M Health Care Limited, UK) was purchased from Jiangsu Provincial Hospital of Traditional Chinese Medicine. Shi-Bi-Man (SBM) was purchased from Sipimo Biotechnology Co., Ltd (Shenzhen, China). TSG was purchased from Chengdu Purifa Technology Development Co., Ltd. TNF-α was purchased from MedChemExpress USA. Benvitimod was purchased from guanhaobio (Guangdong, China).

### Mice

Six–Eight weeks-old female C57BL/6 mice (2023 g) were purchased from GemPharmatech Co., Ltd (Nanjing, China). The mice were kept in a controlled environment with a 12-h light/dark cycle at a temperature of 25 ± 1 ℃. They were provided with a standard laboratory diet and water ad libitum. The procedures described in this study were approved by the Experimental Animal Care and Use Committee of Nanjing University, by the guidelines outlined in the Guide for the Care and Use of Laboratory Animals (IACUC-2306011).

### Imiquimod-induced model of psoriasis and SBM treatment

After anesthesia with 1% pentobarbital sodium by intraperitoneal injection, the hair on the back of the mice was shaved. A total of 30 mice were divided into six groups: (1) vehicle group; (2) IMQ group; (3) IMQ + benvitimod group; (4) IMQ + SBM group (skin administration; SBM:200 μL, daily for 5 consecutive days); (5) IMQ + 20 mg/kg SBM group (i.g. SBM, daily for 5 consecutive days); (6) IMQ + 40 mg/kg SBM group (i.g. SBM, daily for 5 consecutive days). The vehicle group was treated with glycerol. For the establishment of psoriasis mouse model, mice were topically treated with 62.5 mg 5% IMQ cream on shaved back skin daily for 5 consecutive days. Benvitimod were skin administrated 62.5 mg daily for 5 consecutive days. SBM was dissolved in ddH_2_O containing 5% ethanol.

### Histopathologic assessment

Mouse skin tissue was cut into 5 μm thick pieces. Paraffin sections were successively treated with xylene and ethanol according to the protocol of the hematoxylin–eosin staining kit (G1005, Servicebio, China), and after treatment with hematoxylin solution, eosin staining was used. Neutral balm was used to seal the slides.

### Immunofluorescence

Immunofluorescence staining was performed on tissue and cell samples. For tissue samples, slides were deparaffinized, rehydrated, and treated with sodium citrate buffer for antigen retrieval. Slides were incubated with 3% goat serum for 30 min followed by primary antibodies: CXCL16 antibody (DF13312, Affinity Biosciences, China), VCAM1 antibody (DF6082, Affinity Biosciences, China), SELE/CD62E antibody (DF6914, Affinity Biosciences, China), IL-23A antibody (DF13760, Affinity Biosciences, China), IL-17A Polyclonal antibody (26163-1-AP, PTG, China), Purified anti-human/mouse CD3ε (362701, Biolegend, USA), CD31 antibody (ab134168, Abcam, USA), Anti-E Cadherin antibody (ab231303, Abcam, USA). The secondary antibody used were Goat anti-Rabbit IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 (A-11008, Invitrogen), Goat anti-Mouse IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594 (A-11005, Invitrogen).

### Realtime-quantitative polymerase chain reaction (RT-qPCR)

TRIzol reagent (Takara, Cat. #9109) was used for total mRNA isolation. We synthesized cDNA using iScript Reverse Transcription Supermix (Bio-Rad), and BioRad CFX96 ouch™ Real-Time PCR Detection System (BioRad, CA, USA) was used for quantitative RT-PCR. HiScript II Q RT SuperMix for qPCR (R223-01) and Taq Pro Universal SYBR qPCR Master Mix (Q712-02) were purchased from Vazyme. Relative gene expression was calculated as 2^^−△△Ct^, where *Gapdh* was used as the housekeeping gene for normalization.

Detailed information about the primers for mice used is listed below:

*Gapdh*, 5′-AGGTCGGTGTGAACGGATTTG-3′ (forward)

5′-GGGGTCGTTGATGGCAACA-3′ (reverse);

*l17f*, 5′-TGCTACTGTTGATGTTGGGAC-3′ (forward)

5′-CAGAAATGCCCTGGTTTTGGT-3′ (reverse);

*Il23*, 5′-ATGAGTTTTTCCCTTATGGGGAC-3′ (forward)

5′-GCTGGAAGTTGGACACCTCAA-3′ (reverse);

Detailed information about the primers for HaCaT cells used is listed below:

*GAPDH*, 5’-GGAGCGAGATCCCTCCAAAAT (forward)

5’-GGCTGTTGTCATACTTCTCATGG (reverse);

*TNF-α*, 5′- CCTCTCTCTAATCAGCCCTCTG-3′ (forward)

5′- GAGGACCTGGGAGTAGATGAG-3′ (reverse);

*IL23*, 5′- CTCAGGGACAACAGTCAGTTC-3′ (forward)

5′- ACAGGGCTATCAGGGAGCA-3′ (reverse);

### Scoring severity of skin inflammation

The clinical PASI was applied to evaluate the progression of psoriasis in mice. According to the PASI scoring standard, erythema, scaling, and thickening were taken into account, each ranging from 0 to 4. 0, none; 1, slight; 2, moderate; 3, significant; 4, extremely significant.

### Single-cell RNA-seq

Skin tissues were collected after euthanasia of the mice and rinsed with phosphate-buffered saline (PBS) thrice. Subsequently, the tissues were sectioned into smaller pieces and digested into single-cell suspensions using collagenase I (Sigma), collagenase II (Sigma), and Dispase^®^ (Sigma).

The suspension was loaded into microfluidic devices using the Singleron Matrix^®^ Single Cell Processing System (Singleron). The scRNA-seq library was constructed according to the protocol of the GEXSCOPE^®^ Single Cell RNA Library Kit (Singleron). The pools were sequenced on a NovaSeq 6000 system (Illumina, USA). The data were uploaded to the GEO database.

To process the raw data and convert it into a matrix suitable for analysis in R, the CeleScope package (v 1.13.0) was employed. The Seurat package (v3.2.3) in R was used for data analysis. Cells were filtered based on gene expression levels, with a threshold of more than 3000 and less than 300 genes. Additionally, cells with mitochondrial reads exceeding 8% and cells with unique molecular identifier (UMI) counts below 800 were excluded. The 'vst' method was used to integrate the data to remove the batch effect. The RunPCA function was used for dimension reduction. We used the uniform manifold approximation and projection (UMAP) function and the FindAllMarkers function. The top 30 genes scored by log2 fold-change were used for cell definition. The R package CellChat (v 1.5.0) was used for cell–cell communication analysis.

### Cell culture and treatment

The HaCaT cell line was procured from the BeNa Culture Collection in Suzhou, China. The cells were maintained in Dulbecco's Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum and 1% streptomycin-penicillin solution. The cells were incubated in a humidified environment at 37 °C with 5% CO_2_. To induce cellular response, the HaCaT cells were treated with 50 ng/mL of TNF-α and 5 μM of TSG for a duration of 24 h.

### Spectrum analysis

TSG and ginsenoside Rd were purchased from Chengdu Purifa Technology Development Co., Ltd. and were compared with quality scores greater than 98%.

Chromatographic conditions (qualitative) were as follows. LC-40D liquid chromatograph (SHIMADZHU, Japan); Chromatographic column: Kinetex C18 colume (100 X 4.6 mm, 2.6 μm, Phenomenex, USA).

The injection volume was 5 µL using a mobile phase system with mobile phase flow rate of 0.6 mL/min and column temperature of 40 ℃. The mobile phase were (A) 0.025% formic acid water aqueous solution, (B) methanol–acetonitrile (containing 0.025% formic acid) mixture (50:50, v/v). The gradient elution procedure was as follows: 0–2 min, A: 95%; 2–35 min, A: 95–5%; 35–45 min, A: 5%; 45–46 min, A: 5–95%; 46–50 min, A: 95%.

The mass spectrometry conditions were as follows: Acetonitrile, methanol, and formic acid were chromatographically pure (MERCK company), the water was ultrapure water (obtained by Millipore Milli-Q Synthesis System). Electrospray ion source (ESI) negative ion scanning mode was adopted. The gas temperature was maintained at 550 ℃; The curtain gas was set at 35 psi. CAD gas was 7. The spray voltage was set as 4500 V. Declustering potential was set at 80 V and collision energy at 10 V. TOF Mass range was set at *m/z* 50–1500 Da. All data were collected and processed using an UPLC-Q-TOF-MS/MS (SCIEX Zeno TOF 7600, USA).

### Statistical analysis

GraphPad Prism 8 (GraphPad, San Diego) was used for statistical analysis. One-way ANOVA with Tukey’s multiple comparisons and paired or unpaired Student’s *t*-test were applied. Differences at *P* < 0.05 was considered statistically significant (*P < 0.05, **P < 0.01), and ns represents no significance. All data are presented as the mean ± SEM.

## Result

### SBM relieves psoriasis-like phenotype in the mice model

To investigate the function of SBM in psoriasis, we applied it to the skin of mice. Benvitimod, which has been shown to have a good therapeutic effect on psoriasis, was used as a control drug [19]. Compared with the IMQ group, SBM alleviated the symptoms of psoriasis induced by IMQ (Fig. 1A). Epidermal thickness was reduced (Fig. 1A–C). The clinical PASI score of the IMQ + SBM group was significantly reduced compared to the IMQ group (Fig. 1B). The body weight (Fig. 1D). In addition, the expressions of inflammatory factors such as IL-17F, and IL-22 were significantly reduced after SBM treatment (Fig. 1E). Among them, the application of SBM solution was the most effective.

**Fig. 1:**
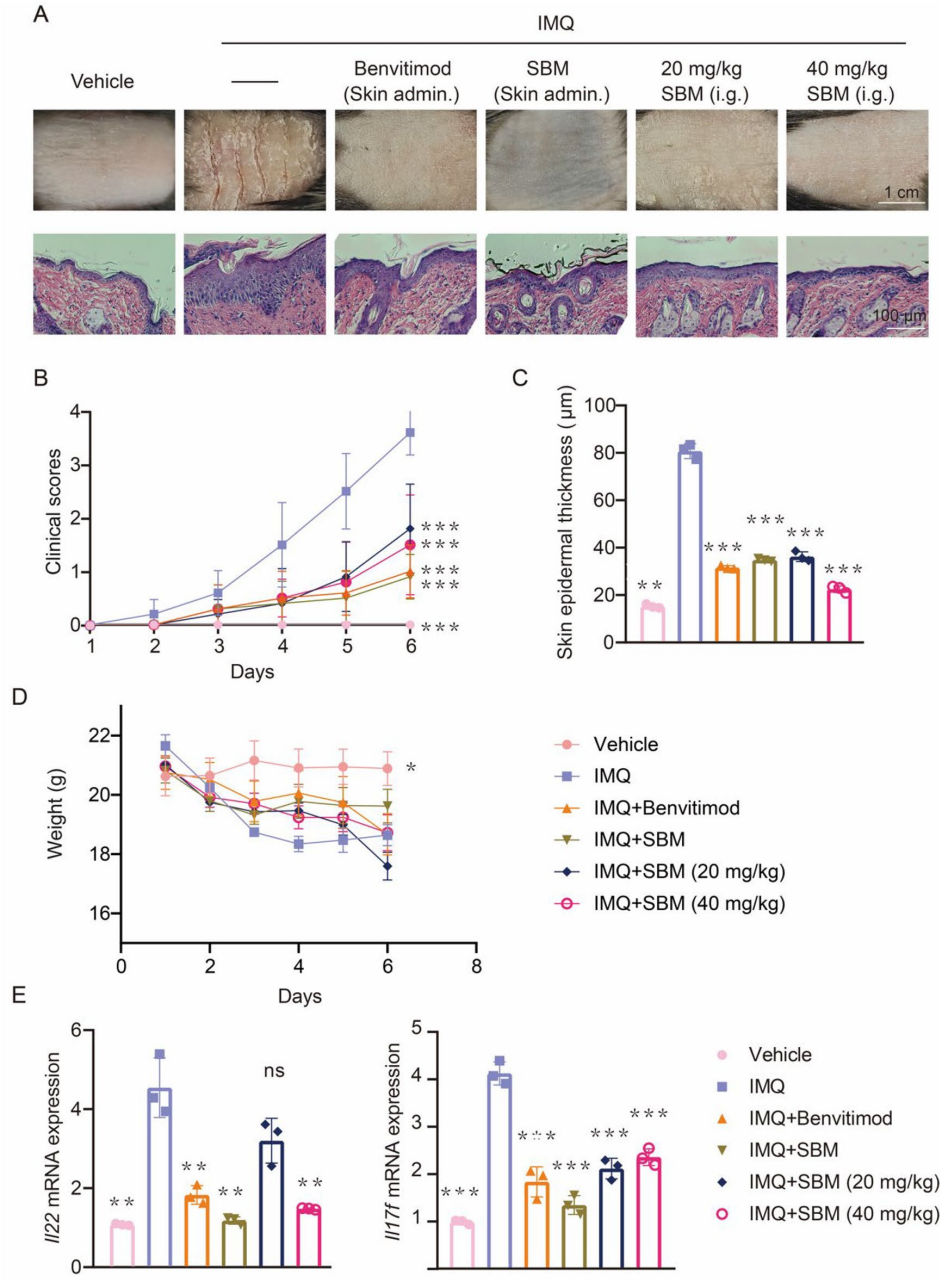
SBM relieves psoriasis-like phenotype in the mice model. **A** The phenotypic presentation and immunohistochemical staining of back skin sections from the Vehicle group, IMQ group, IMQ Benvitimod group (Skin admin.), IMQ + SBM group (Skin admin.), IMQ + 20 mg/kg SBM group (i.g.) and IMQ + 40 mg/kg SBM group (i.g.). **B** The PASI score. **C** The skin epidermal thickness of each group and **D** Weight change. **E** Expression of inflammatory factors IL-17F and IL-22. *P < 0.05, **P < 0.01, ***P < 0.001

### Single-cell RNA sequencing reveals the main skin cell types in mice

The single-cell RNA sequencing was performed on the skin tissues of mice. The 11 cell types revealed by unbiased clustering were identified as fibroblasts, keratinocytes, T cells, macrophages, stromal cells, endothelial cells, dermal papilla cells, dendritic cells (DC), melanocytes, smooth muscle cells, and sebaceous gland cells (Fig. 2A, B). The pie chart showed the percent of each cell type (Fig. 2A, B). The cell composition of each group was revealed by a stacked bar diagram (Fig. 2C). The expression of marker genes was presented by a violin diagram (Fig. 2D).

**Fig. 2:**
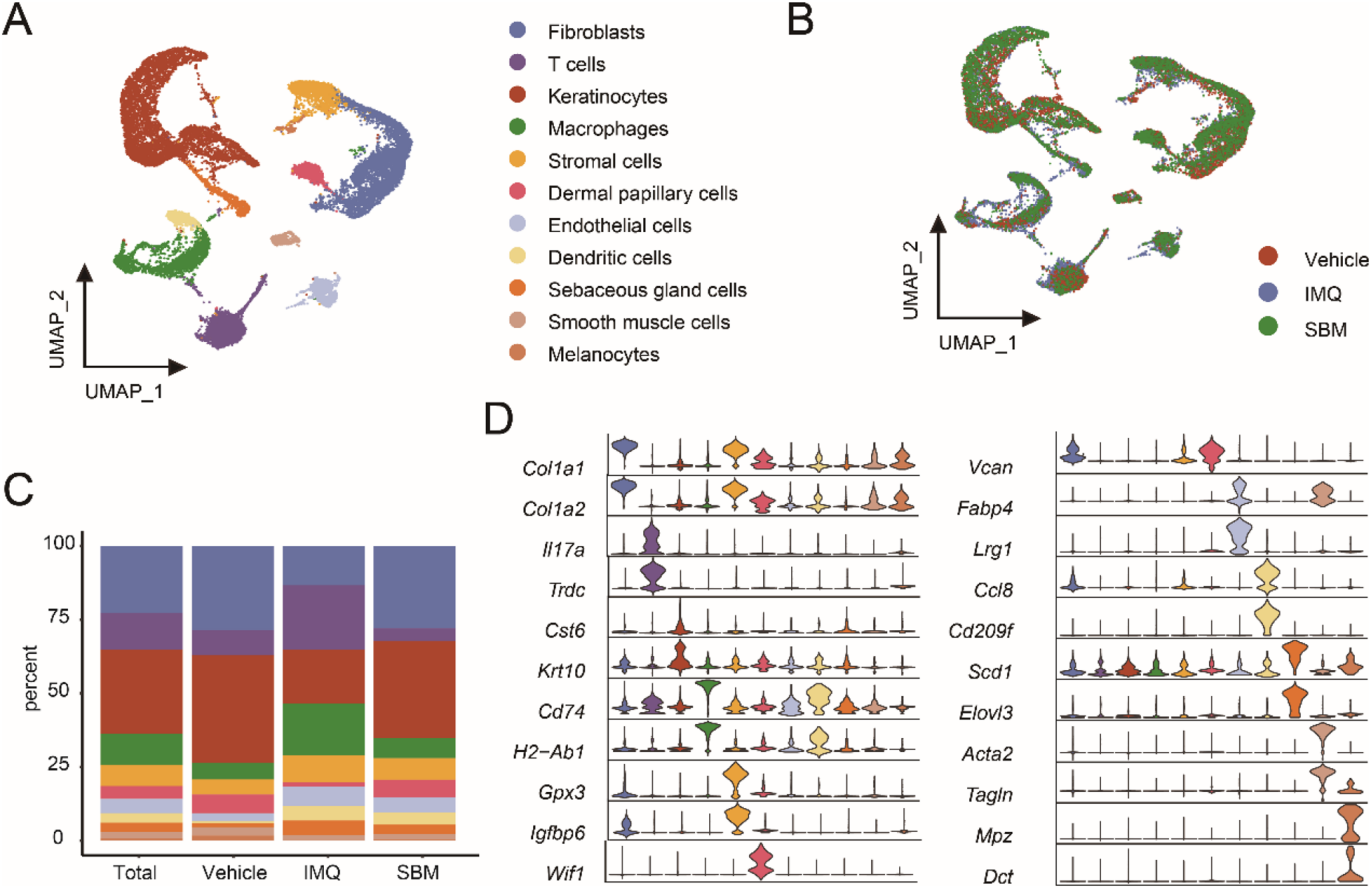
Single-cell RNA sequencing reveals the main skin cell types in mice. **A** The Uniform Manifold Approximation and Projection (UMAP) plot for each cell type. **B** The UMAP for each group. **C** The bar plot for the visualization of the cell proportion of each group. **D** Violin plot for marker genes in each cell type

### SBM significantly decreases the expression of psoriasis-related effector genes in keratinocytes

Keratinocytes play a crucial role in the pathogenesis and progression of psoriasis. In this study, we isolated and analyzed one keratinocyte subset (Fig. 3A). To identify effector genes which are involved in psoriasis, we used the GeneCards database. The expression of these genes in each group was visualized using a heatmap, with a relevance score threshold of over 20. Interestingly, we observed a downregulation of *Il17a, Il17f* and *Il23a* (Fig. 3B). Based on the expression levels of psoriasis-related genes, we categorized the keratinocytes into two groups: one with high expression and the other devoid of such expression. Following SBM treatment, we observed a reduction in the percentage of keratinocytes exhibiting high expression levels (Fig. 3C). Furthermore, a dotplot analysis revealed the top genes expressed in both keratinocyte groups (Fig. 3D).

**Fig. 3:**
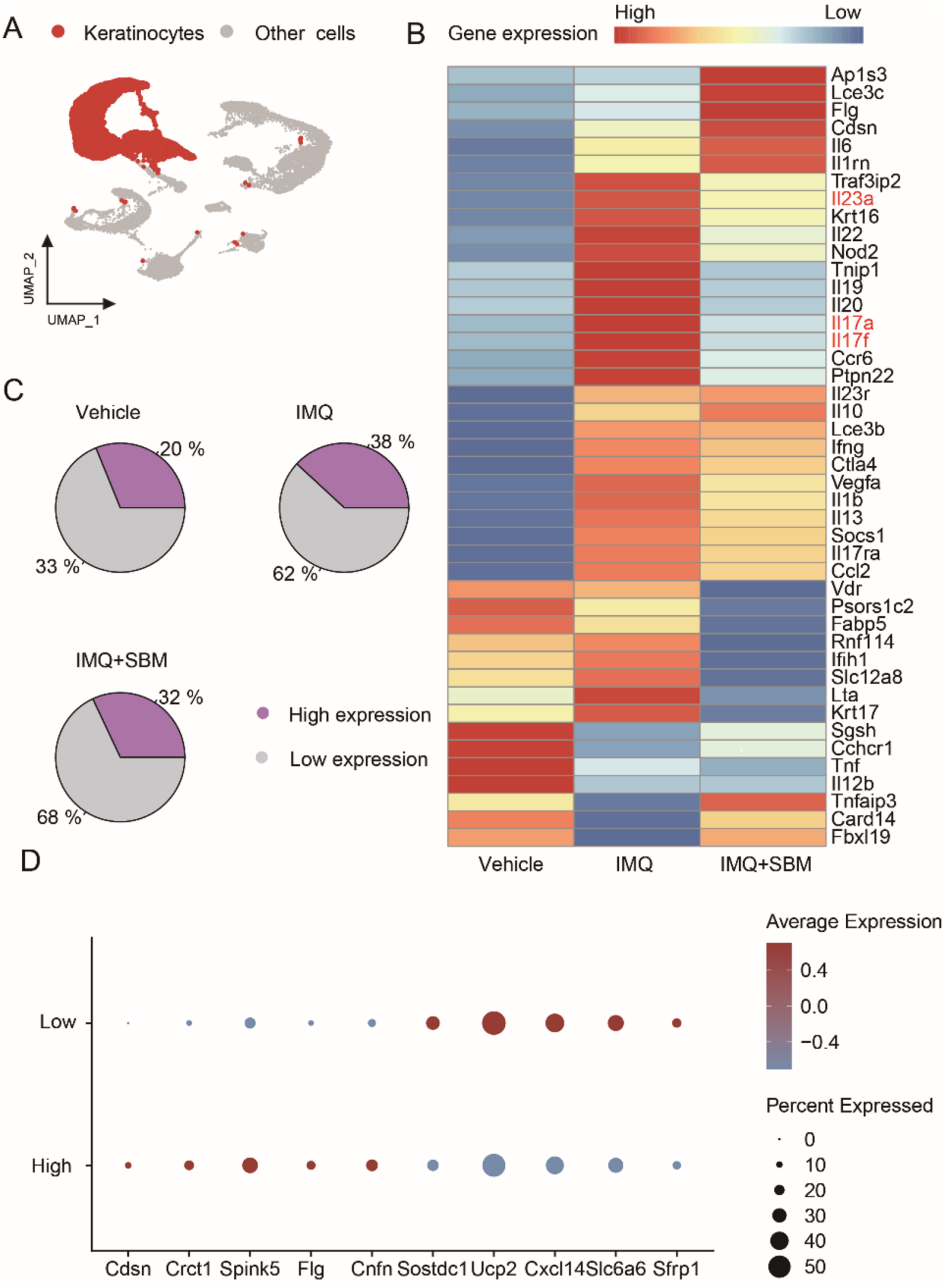
The expression of psoriasis-related genes is downregulated in keratinocytes. **A** UMAP plot for keratinocytes. **B** Heatmap for expression of psoriasis-related genes. **C** Pie chart for percentage of keratinocytes with different psoriasis-related gene expression levels in each group. **D** Dotplot showed the top gene expression in two groups of keratinocytes

### SBM significantly reduces the infiltration of Th17 cells and inhibits the inflammatory response

The IL-23/Th17 axis has been proven to be the main mechanism of psoriasis pathogenesis in previous studies. We also found that *Il17a, Il17f,* and *Il23a* were downregulated in keratinocytes after SBM treatment. Thus, we conducted further analysis on T cells and defined the Th17 cells based on the expression levels of *Il17a* and *Il17f* (Fig. 4A–D). The percentage of Th17 cells decreased in the SBM group (Fig. 4C). Gene Ontology (GO) enrichment analysis of the top 100 genes evaluated by the fold change (FC) value (log_2_ FC > 1) with *p*-value < 0.05 showed that SBM treatment suppressed pathways related to inflammatory responses which were upregulated by IMQ (Fig. 4E).

**Fig. 4:**
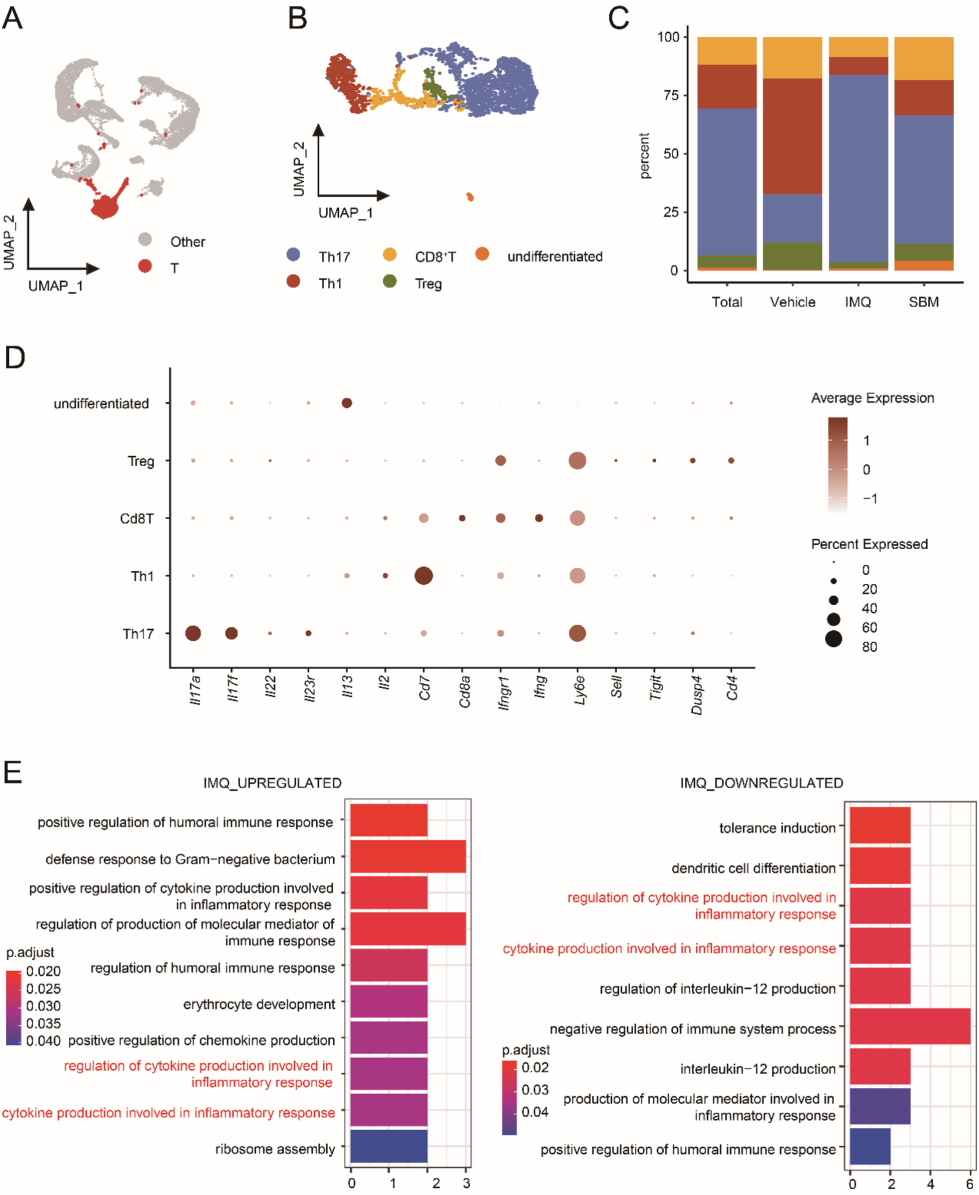
SBM not only suppresses the inflammatory response of T cells but also reduces the proportion of TH17 cells. **A**–**B** UMAP plot for T cells. **C** Stacked barplot for percent of T cells. **D** Dotplot showed the top gene expression in T cells. **E** GO enrichment analysis, including biological process, cellular component, and molecular function

### SBM inhibits the IL-23/Th17 axis

Considering the reduction in the percentage of Th17 cells, we suspected that the IL-23/Th17 axis was suppressed. By analyzing the differentially expressed genes, we found that SBM remarkably reversed the upregulation of *Il17a* and *Il17f* (Fig. 5A). The related genes of the IL-23/Th17 axis were downregulated in both keratinocytes and T cells (Fig. 5B). Immunofluorescence confirmed that SBM suppressed IL-23/Th17 axis in psoriasis (Fig. 5C). The infiltration of Th17 was decreased, as shown in Fig. 5C. The keratinocytes expressed less IL-23, which can induce T cell express IL-17. And higher expression level of IL-17 can cause the proliferation of keratinocytes. However, after the expression of *Il17* in T cell was also reduced in Fig. 5A, B. Thus, SBM suppressed IL-23/Th17 axis in psoriasis.

**Fig. 5:**
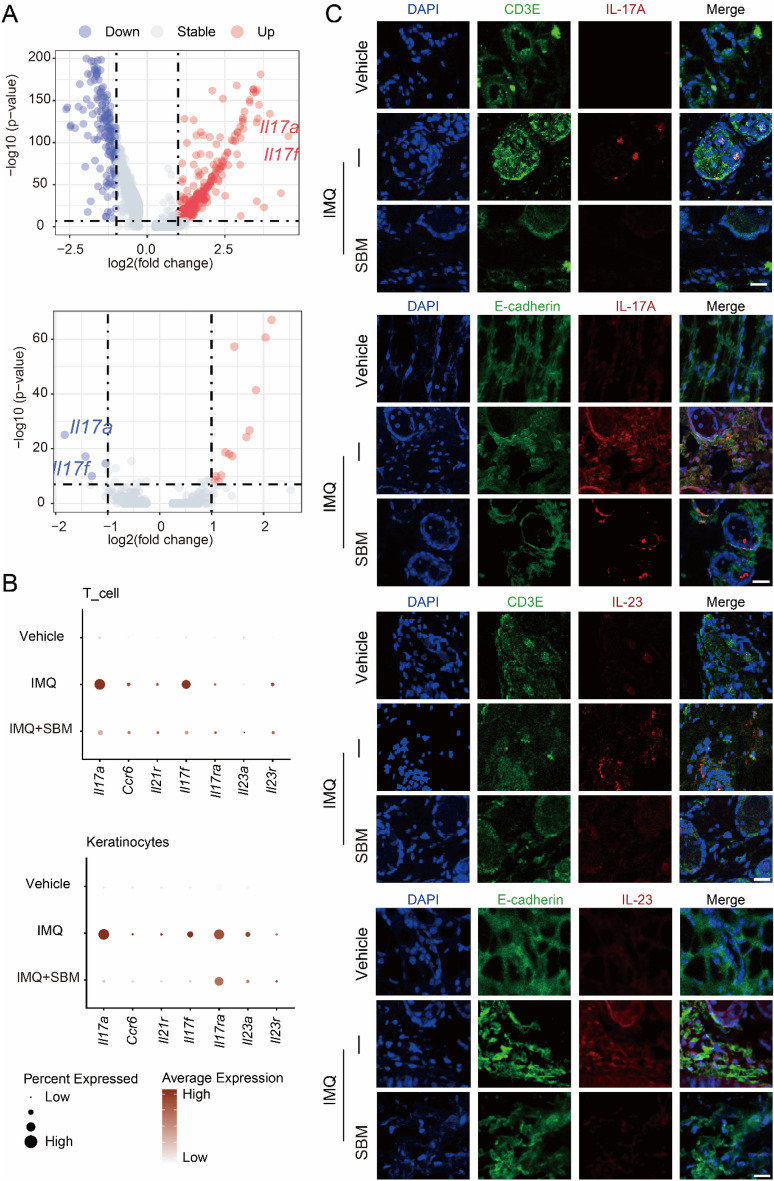
SBM inhibits the IL-23/Th17 axis. **A** Volcano plot for T cells, genes in red represented genes upregulated by IMQ, and genes in blue were downregulated by SBM. **B** Dotplot for the expression of genes related to IL-23/Th17 axis in T cells and keratinocytes. **C** Immunofluorescence images staining for CD3E (green), E-cadherin (green), IL-23 (red), IL-17A (red), and DAPI (blue) of skin tissue, scale bar = 20 μm

### SBM suppresses endothelial cell activation in psoriasis

An increasing number of studies have confirmed the importance of endothelial cells in psoriasis [20]. SBM treatment downregulated proinflammatory cytokine genes such as *Cxcl1*, *Il17a* and *Ecm1* (Fig. 6A). We performed GeneMANIA database analysis based on the 22 genes that were upregulated in the IMQ group and downregulated after SBM treatment (Fig. 6B, C). The function of endothelial cells to other immune cells was inhibited, such as myeloid leukocyte migration, cell chemotaxis, leukocyte migration, etc.

**Fig. 6:**
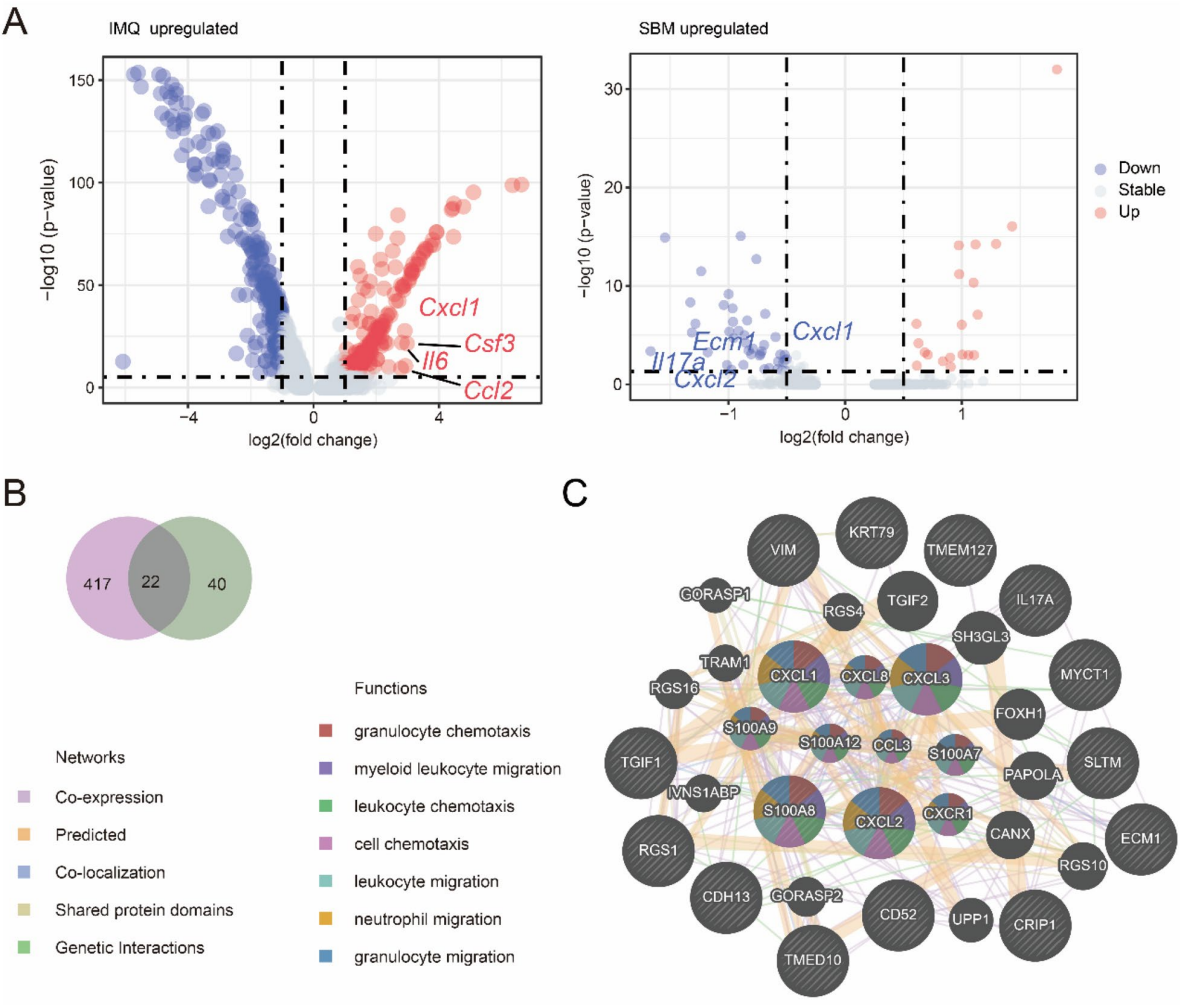
SBM suppresses endothelial cell activation. **A** Volcano plot for endothelial cells, genes in red represented genes upregulated by IMQ, and genes in blue were downregulated by SBM. **B** Venn plots for genes upregulated in the IMQ group and downregulated after SBM treatment. **C** Network diagram of GeneMANIA database analysis

### SBM inhibits the expression of Cxcl16 in endothelial cell

To find out the mechanism of SBM inhibition of endothelial cell activation, we used the R package CellChat to analyze cell–cell communication. Endothelial cells participated in the CXCL signaling network (Fig. 7A). In the IMQ group, keratinocytes expressed higher levels of *Cxcl16*, as well as the expression level of its receptor CXCR6 in endothelial cells. The situation was reversed after SBM treatment (Fig. 7B) and confirmed by immunofluorescence (Fig. 7C).

**Fig. 7:**
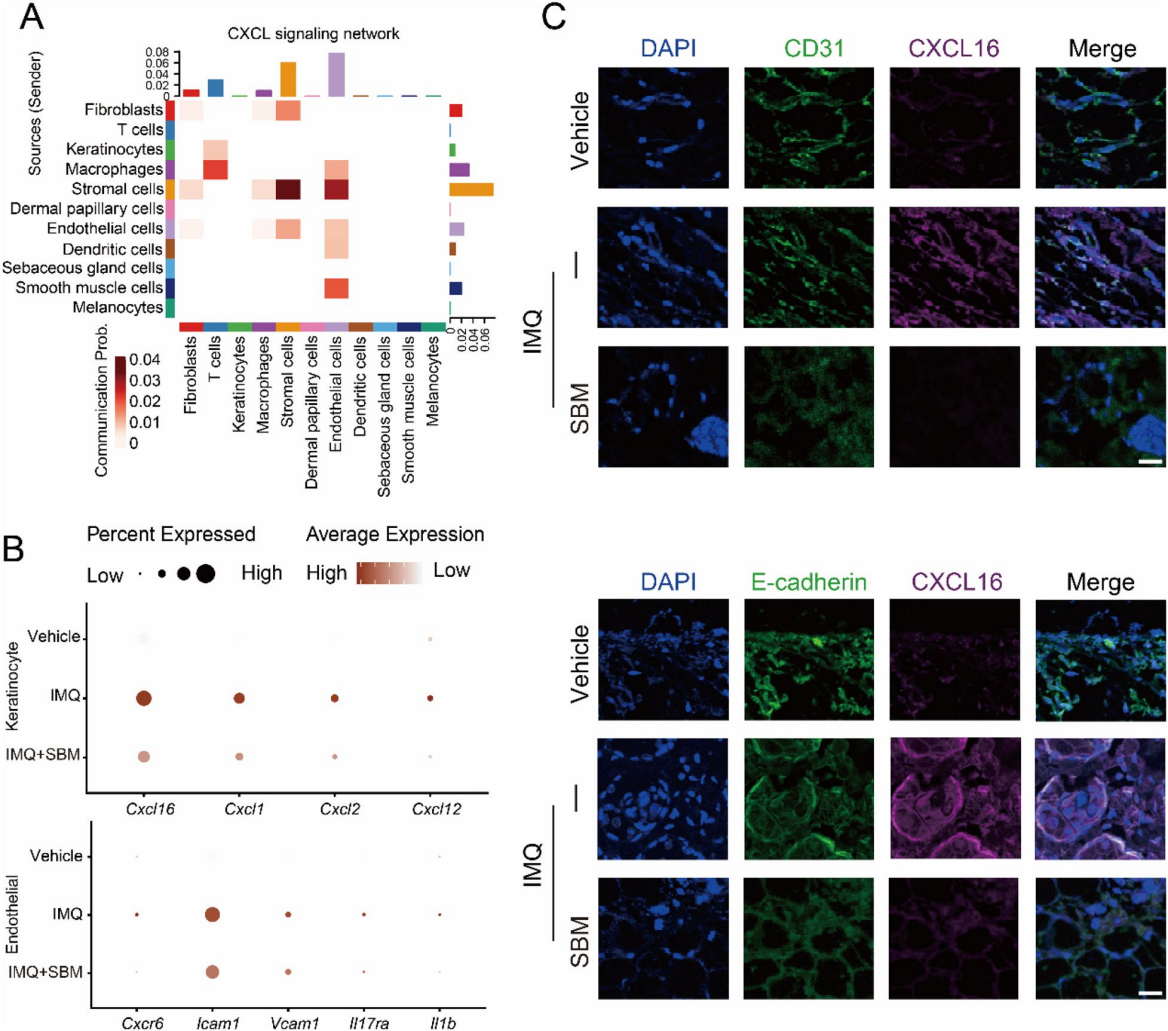
SBM inhibits endothelial cells inflammatory response through *Cxcl16*. **A** Heatmap for CXCL signaling network. **B** Dotplot for the expression of genes related to CXCL signaling in endothelial cells and keratinocytes. **C** Immunofluorescence images staining for CD31 (green), CXCL16 (red), and DAPI (blue) of skin tissue, scale bar = 20 μm

### TSG can inhibit the expression of Il23 in HaCaT cells

As we have identified the main ingredients in the SBM solution previously, we aimed to verify whether TSG and ginsenoside Rd were included in our sample. The UPLC/MS results showed that SBM contained TSG and ginsenoside Rd, and the compound characterization details were shown (Fig. 8A–C). TSG is the major monomer enriched in mice skin after SBM administration [18]. To investigate whether TSG plays a role in psoriasis treatment, we stimulated HaCaT cells with 50 ng/mL TNF-α and 5 μM TSG for 24 h. TNF-α significantly improved the expression of inflammatory factors such as IL-23. However, this was reversed by TSG (Fig. 8D). Since IL-23 promotes infiltration of T cells that produce IL-17 and IL-22 [21], the reduction of *IL23* can inhibit the infiltration of Th17. In addition, the production of IL-17 by Th17 can promote keratinocyte proliferation [22].

**Fig. 8:**
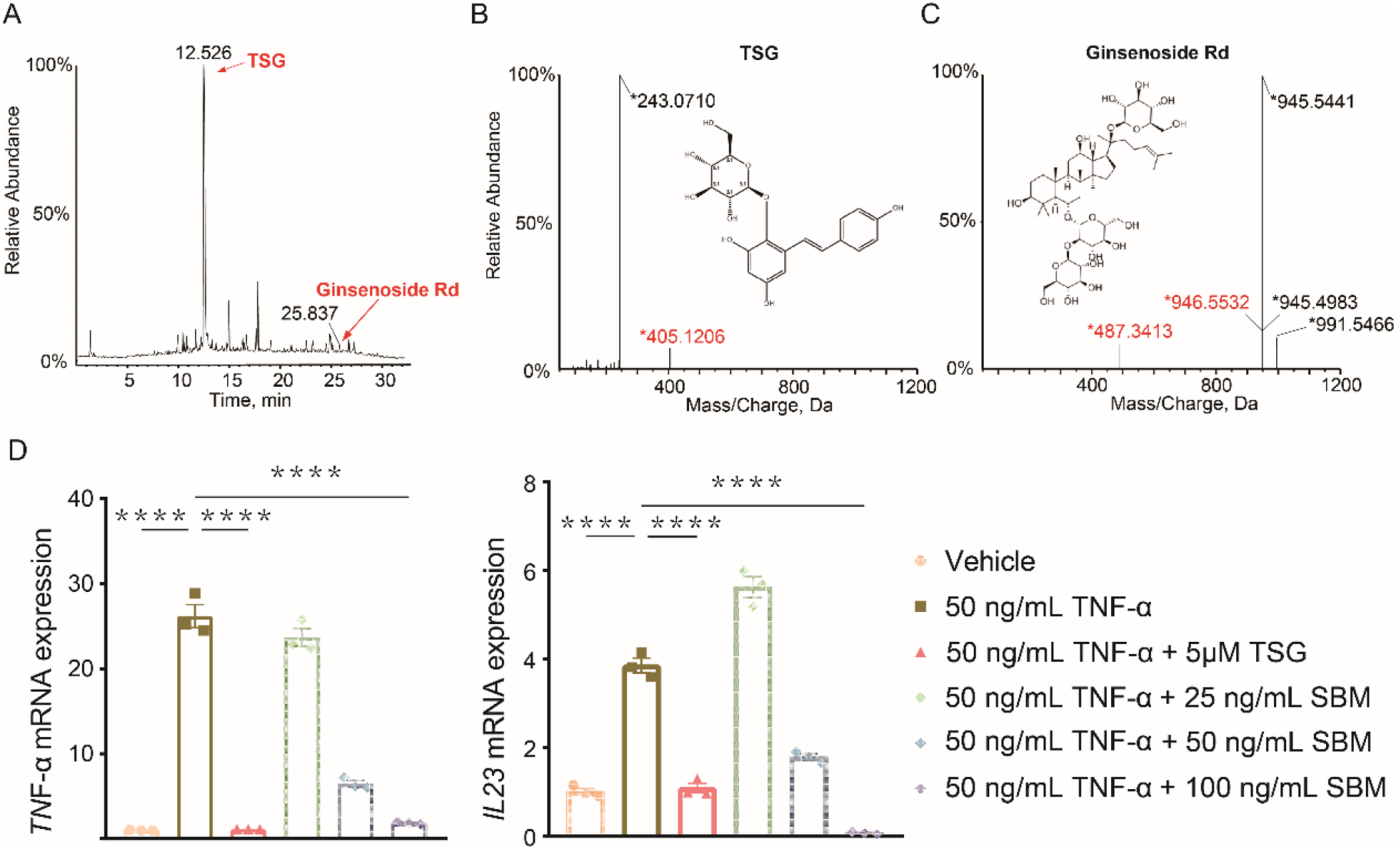
TSG inhibited the expression level of *TNF-α* and *IL23.* TSG and ginsenoside Rd in SBM were detected. **A** Chromatography profile of full scan UPLC/Q-TOF–MS/MS analysis for SBM sample in negative ion mode. **B**–**C** MS spectrum of the identified components in SBM from LC–MS dataset including TSG (**B**) and ginsenoside Rd. **D** Relative mRNA expression level analysis of *TNF-α* and *IL23*. *GAPDH* was used for standardization. HaCaT cells were stimulated with/without 50 ng/mL TNF-α and 5 μM TSG or 25, 50, 100 ng/mL SBM for 24 h. *P < 0.05, **P < 0.01 vs. vehicle group by one-way ANOVA with Tukey's multiple comparisons

In conclusion, SBM alleviates the psoriasis-like phenotype by inhibiting the IL-23/Th17 axis and CXCL16-mediated endothelial activation (Fig. 9).

**Fig. 9:**
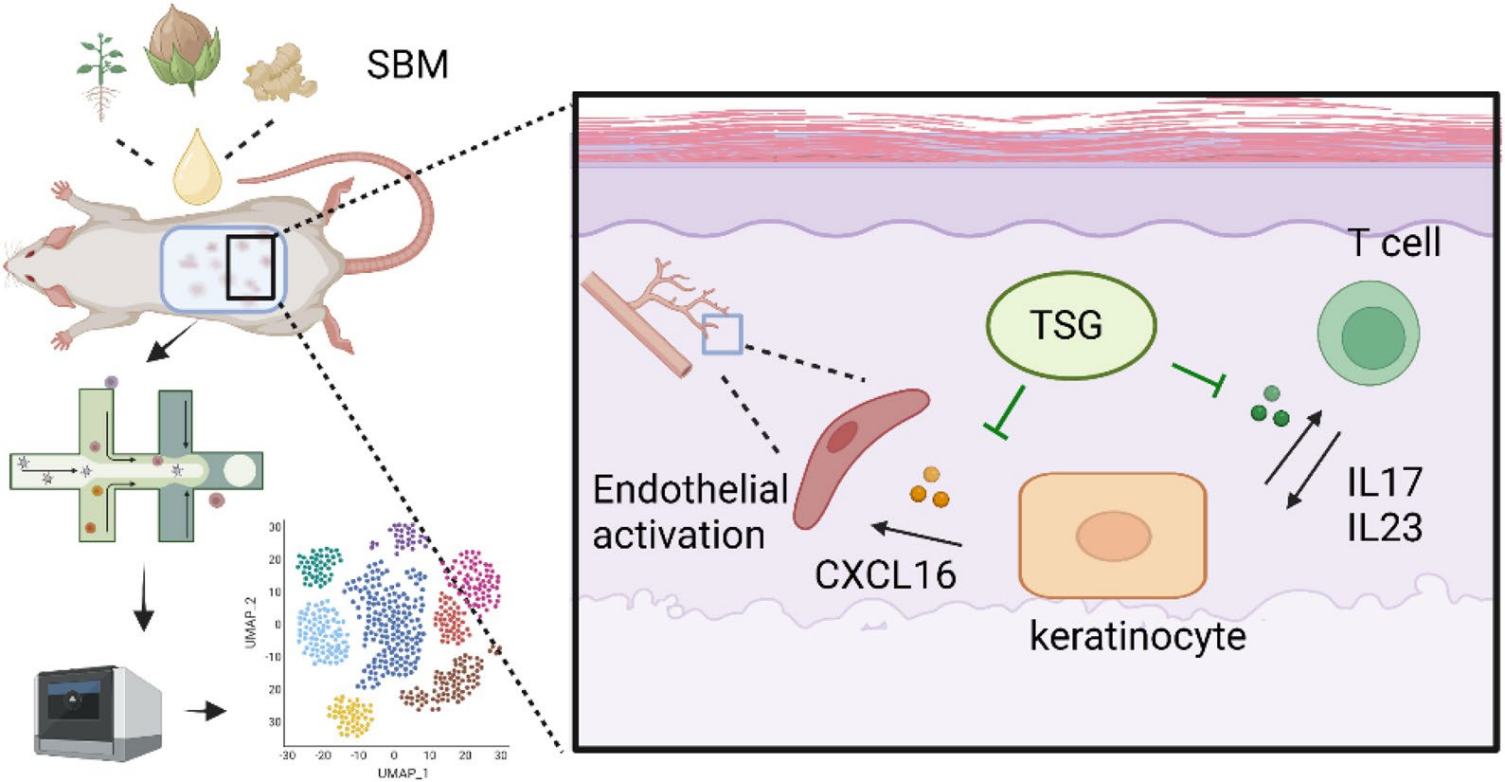
SBM inhibited IL-23/Th17 axis and CXCL16-mediated endothelial activation in psoriasis. Following the implementation of SBM, the expression levels of *Il23* and *Il17* in mouse keratinocytes exhibited a reduction, resulting in a decrease in the proportion of Th17 cells. Additionally, the activation of endothelial cells was effectively suppressed

## Discussion

Psoriasis, a chronic relapsing autoimmune skin disease, is influenced by various risk factors. These factors include obesity, dyslipidemia, hypertension, lifestyle choices, and certain medications [23]. Recent researches have established a consensus that the IL-23/Th17 axis plays a crucial role in the development of psoriasis [4, 24]. Despite the emergence of drugs targeting IL-17, further investigation into the underlying mechanisms of psoriasis is ongoing. The severity of psoriasis is associated with the expression of endothelial inflammatory transcripts [25]. Tumor necrosis factor (TNF)-α and other cytokines contribute to the creation of a pro-angiogenic microenvironment in psoriasis [26]. Consequently, VEGF has emerged as a promising therapeutic target for psoriasis [27]. Studies have also demonstrated that alterations in fatty acid metabolism can exacerbate the pathogenesis of psoriasis-like symptoms [28]. Additionally, lysophosphatidic acid, a simple phospholipid found in nature, has been implicated in the development of psoriasis [29]. Furthermore, SHP2 has been shown to exacerbate psoriasis-like skin inflammation in mice through processes such as NETosis or TLR7 activation [30, 31].

As research progresses, it has become evident that a comprehensive understanding of psoriasis pathogenesis necessitates a global perspective that considers the interplay between different cell types and even organs. With the development of research technology, single-cell sequencing technology has gradually entered into basic scientific research [32]. With the development of research technology, single-cell sequencing technology has gradually entered into basic scientific research [33]. Through sequencing technology, we were able to study the molecular mechanism of SBM treatment of psoriasis at the single-cell level and explore the interactions between cells. Based on the analysis results, we can further explore the underlying molecular mechanism of complex diseases and search for potential drugs.

In recent times, there has been a growing utilization of Traditional Chinese Medicine alongside biologics in the management of immune-related disorders [32]. This trend can be attributed to the adverse effects and exorbitant costs associated with biologics, particularly in the treatment of conditions such as psoriasis and other immune diseases. Notably, ginsenoside radix has demonstrated its efficacy in preventing lung injury through its anti-inflammatory and anti-oxidative properties [34]. Re-Du-Ning injection ameliorates radiation-induced pneumonitis and fibrosis [35], as well as lung injury induced by LPS [36]. What’s more, Traditional Chinese Medicine help treat insulin resistance [37]. Paeonol ameliorates endometrial hyperplasia in mice via ferroptosis [38]. The herbal formula also took part in the treatment of psoriasis [39]. Cycloastragenol inhibits NLRP3 inflammasome-mediated pyroptosis in macrophages to relieve imiquimod-induced psoriasis-like skin inflammation in mice [40]. As a mixture of a variety of Chinese herbs, SBM includes ginsenoside radix and has no toxicity using SBM in a mouse model [18]. TSG, the main component in the skin after applying SBM, has been found to have the ability to treat non-alcoholic fatty liver diseases [41]. Furthermore, TSG exhibits anti-aging properties in addition to its anti-inflammatory effects [42]. Therefore, we applied SBM to the IMQ-induced psoriasis-like phenotype mouse model to find a safe and cost-effective treatment for psoriasis patients.

Depending on the scRNA-seq analysis, the potential molecular mechanism of SBM in the treatment of psoriasis was explained. IL-23 induces Th17 cells to activate and release inflammatory cytokines, leading to the typical pathological changes of psoriatic epidermal hyperplasia [43]. The keratinocytes secreted less IL-23 after the treatment of SBM, which leads to less Infiltration of T cells that secrete IL-17 that promotes keratinocytes proliferation [22]. After the treatment of SBM, IL-23/Th17 axis was inhibited. Since IL-17 also promotes endothelial dysfunction, we analyzed the changes in endothelial cells and found the activation of endothelial cells was suppressed. Considering patients with psoriasis are at increased risk of cardiovascular disease, SBM may be beneficial for thrombosis [44]. Further research is needed for specific applications in vascular-related diseases.

The single-cell transcriptomics showed the T cells produce less IL-17 after SBM administration. IL-17 induces keratinocyte proliferation [22]. As shown by single-cell transcriptomics, the expression level of inflammatory factors in endothelial cells was decreased, which reflects the inhibition of endothelial activation. Through cell–cell communication analysis, we found the CXCL signaling network changed (Fig. 7A). In the IMQ group, keratinocytes expressed higher levels of *Cxcl16*, as well as the expression level of its receptor CXCR6 in endothelial cells, which reversed after SBM treatment (Fig. 7B) and confirmed by immunofluorescence (Fig. 7C). We suspected the higher expression of *Cxcl16* in keratinocytes leads to the activation of endothelial cells. And psoriasis is associated with endothelial activation [45].

## Discussion

In conclusion, our results report that SBM significantly alleviated the psoriatic skin inflammation induced by imiquimod in mice via inhibiting IL-23/Th17 axis and CXCL16-mediated endothelial activation. Thus, this work suggests the potential therapeutic value of SBM in patients with psoriasis.

## Data Availability

The single-cell transcriptomic data is uploading to the GEO database. 

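The series deposited under the number that the article gives holds 3 single-cell libraries of skin from C57BL/6 mice aged 7 weeks. Its labels describe a study of hair growth, with 1 library for each of the agents control, SBM and metformin. They name no imiquimod, and the article has no metformin group, so the libraries were assigned to their labelled agents and to none of the vehicle, IMQ and IMQ + SBM groups. The article's methods name the GEXSCOPE kit and the CeleScope package, whereas the headers of the deposited count matrices name Cell Ranger 4.0.0 and their cell barcodes are 16 bases long. The submitters' processing notes also name Cell Ranger, with the mouse genome build GRCm38. The library labelled control had 12108 barcodes and 71345558 unique molecular identifiers (UMIs), with a median of 3939 UMIs per barcode. The library labelled metformin had 12092 barcodes and 92341365 UMIs, with a median of 6540 per barcode. For SBM, 10565 barcodes were listed, and expression in that library was not analysed here. The cell filter stated in the article (300 to 3000 genes, at least 800 UMIs and at most 8% mitochondrial counts) kept 9922 barcodes of control and 9114 of metformin. The upper limit on genes alone affected 12.1% of the control barcodes and 19.4% of the metformin barcodes. After removal of doublets called by Scrublet (2.51% and 3.15% of the kept barcodes), 9673 cells with a median of 3556 UMIs and 8827 cells with a median of 5568 UMIs remained. Both libraries were clustered together, and 30 of 34 clusters were named from marker genes listed before the data were examined. Fibroblast-like cells, named from genes such as Col1a1, Dcn and Pdgfra, made up 41.5% (95% exact binomial interval, 40.5 to 42.5) of the control cells and 16.7% (15.9 to 17.5) of the metformin cells. Keratinocyte-like cells of the epidermis and hair follicle made up 32.1% (31.2 to 33.1) and 55.7% (54.7 to 56.8), respectively. Cells with markers of the hair matrix, hair shaft or inner root sheath, such as Krt25 and Krt71, were 0.176% (0.102 to 0.281) of control and 10.2% (9.56 to 10.8) of metformin. T cell-like cells, with Cd3e and Trdc, were 6.48% (6.00 to 6.99) and 7.74% (7.19 to 8.32), a difference of 1.26 points that was 0.63 (-0.018 to 1.29) without the gene limit and with up to 20% mitochondrial counts. Dermal papilla-like cells were 3.60% (3.24 to 3.99) and 3.65% (3.27 to 4.06), and vascular endothelium-like cells were 1.29% (1.08 to 1.54) and 2.02% (1.73 to 2.33). With each library clustered on its own, the dermal papilla-like difference of 0.05 points (metformin minus control) became -2.40 (-3.04 to -1.76). That value does not compare like cells. It counts 267 control cells led by Tnn, Lrrc15, Wif1 and Col11a1, whereas 400 metformin cells led by Lrrc15 and Col11a1 were named fibroblast. The other dermal papilla-like clusters held 341 control cells (led by Slc26a7, Crabp1 and Notum) and 343 metformin cells (led by Mdk, Hhip and Wif1). Crabp1 and Mdk were among the top 10 genes of both. In the joint clustering, 75.6% of the class in control lay in cluster 21 (Slc26a7, Notum). In metformin, 94.4% of it lay in cluster 16 (Hhip, Wif1, Rspo3). Near-equal shares of this class therefore do not mean like cells. With 1 library per agent these intervals cover counting error only, no difference was tested, and the share of each class also depends on how the tissue was dissociated and on the gene limit.

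**Figure D1:**
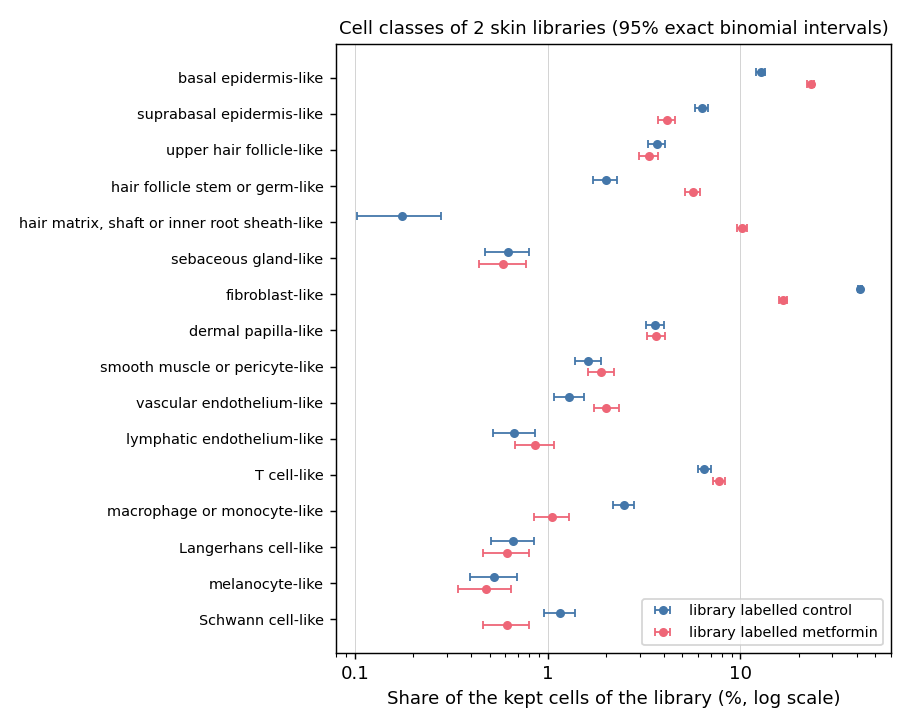
Share of the kept cells (%, log scale) in each of the named cell classes, for the libraries labelled control (blue) and metformin (red). Points are shares of 9673 and 8827 cells, and bars are 95% exact binomial intervals. The hair matrix, shaft or inner root sheath-like class is at 0.176% in control and 10.2% in metformin. The dermal papilla-like class is at 3.60% and 3.65%, with most of its cells in different clusters in the 2 libraries.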

The GSE number is GSE196677.

## Abbreviations

EGCG: Epigallocatechin gallate
FGF: Fibroblast growth factor
GO: Gene ontology
IMQ: Imiquimod cream
PASI: Psoriasis area and severity index
RT-qPCR: Reverse transcription-quantitative polymerase chain reaction
SBM: Shi-Bi-Man
TNF-α: Tumor necrosis factor-alpha
TSG: Tetrahydroxy stilbene glycoside
UMAP: Uniform manifold approximation and projection
VEGF: Vascular endothelial growth factor

How the deposited data were processed for this re-analysis (not part of the article)

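The deposited files are droplet single-cell matrices of mouse skin. The authors deposited raw UMI counts per gene and barcode, made with Cell Ranger 4.0.0 according to the matrix headers, against mouse genome build GRCm38. The matrices list 31053 genes, and every barcode in them has at least 500 UMIs. No annotation of cell types was used from the authors, and the commands behind the matrices are not given in the sources used here. Count matrices were analysed for the libraries labelled control and metformin, and the expression of the SBM library was not analysed here. The label text on extraction mentions another species and organs, whereas the gene identifiers in the files are those of mouse.

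From the deposited counts, cells were kept by the filter that the article states for its own cells: 300 to 3000 genes, at least 800 UMIs and a mitochondrial share of at most 8%. Doublets were called in each library with Scrublet in scanpy 1.11.5 at an expected rate of 8% and removed. Counts were scaled to 10000 per cell and log-transformed. From 2000 variable genes chosen within libraries, 30 principal components were computed. Cells sharing at least 3 of 20 nearest neighbours were joined, and Leiden clustering (leidenalg 0.10.2) was run at resolution 1 without correction between libraries. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0 were used.

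Markers of 24 cell types were listed before the data were examined. The rule that turns markers into names was set after the clusters were seen and was revised once. A cluster received the type with the highest mean log2 fold over the other cells among types with at least 3 detected markers (a fold of at least 1.5 in at least 10% of its cells). It stayed unnamed where another class had more markers among its top 10 genes, or where the mean log2 fold was under 1 and none of its own markers was among them. Clusters 4 and 17, whose best type was basal epidermis at mean log2 folds of 0.58 and 0.60, were counted as keratinocyte-like without a finer name. The revision left cluster 12, led by Col11a1, Lrrc15, Tnmd and Acan, unnamed, where the first rule had called it dermal papilla. It holds 228 control cells (2.36%) and 351 metformin cells (3.98%), beside a dermal papilla-like class of 3.60% and 3.65%. The 4 unnamed clusters held 7.29% of the control cells and 8.10% of the metformin cells. With each library clustered on its own, some names covered unlike cells. There a cluster of 93 control cells led by Hbb-bs and Dct stayed unnamed, whereas 117 metformin cells led by Dct were melanocyte-like. A cluster of 346 metformin cells with Mgl2 and Cd209d was macrophage-like, whereas 287 control cells with Mgl2 and Cd209d were named dendritic cell.

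With 1 library per condition, no test between conditions, p-value or count of changed genes was made. Shares of cells are given with exact (Clopper-Pearson) binomial intervals. Counts were summed per class and library and expressed per 1000000 counts of the class (CPM), and the metformin over control ratio is given with its exact conditional binomial interval. All intervals are at 95% and cover counting error only. A sum of counts can rest on a few cells, which these intervals do not take into account. A count of 0 was set to 3 counts for ranking. In keratinocyte-like cells the median log2 ratio of all genes was 0.11, so ratios there lie that much above the scale set by the typical gene.

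For each of 19 gene lists fixed before the data were examined, the median log2 ratio was taken over members with at least 20 counts in both libraries together, where at least 5 were measured. Its percentile was taken among 10000 random lists of the same size, matched on mean expression in 20 bins. A list was called outside the central 95% beyond percentiles 2.5 and 97.5, a limit chosen after the data were seen, as were the minimum of 5 members, the 20 bins and the settings of the neighbour graph. In all, 31 pairs of a list and a cell class were computed. 2 of the listed symbols, Krt85 and Il36a, did not match a gene name in the files. Genes named in the text are those the article names, in T cell-like, keratinocyte-like and vascular endothelium-like cells. To these were added, in keratinocyte-like and fibroblast-like cells, the 10 genes with the highest and the 10 with the lowest ratio, and 5 of each in T cell-like, macrophage-like and endothelium-like cells. Such genes needed at least 100 counts and at least 50 CPM in the higher library, and mitochondrial, ribosomal protein and haemoglobin genes were left out. 2 to 4 members of each list with the largest absolute ratios complete the rule. The pigment genes of melanocyte-like cells and the hair keratin shares per cell were chosen later. Free RNA of hair keratins was at first tested against T cell-like cells, a test that was replaced because the hair matrix-like class had been named from the same keratins. Gene coordinates are from GENCODE M21 on GRCm38.

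The method was tested on simulated counts drawn from the real class means and totals with 200 changed genes, without variation between cells or animals. The intervals held the true ratio for 95.3% of 13331 genes in keratinocyte-like cells, 95.8% of 12132 in fibroblast-like cells and 96.3% of 6112 in endothelium-like cells. Ratios of 2 had an interval above 1 for 90.0%, 98.0% and 70.0% of the changed genes in these classes, and ratios of 0.5 had one below 1 for 88.0%, 74.0% and 48.0%. Of 200 unchanged lists of 14 genes, 4.5%, 5.5% and 4.0% fell outside the central 95%. These were not the real lists, whose members can move together. The rates therefore do not tell how often a real list would fall outside without a difference.

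The alternatives set beforehand were a wider cell filter (no upper limit on genes and up to 20% mitochondrial counts), doublets kept, Leiden resolution 2, each library clustered on its own, cells thinned to 1500 UMIs, scaling by the median gene ratio, the mean over cells in place of the sum, and a minimum of 5 counts for list members. 3 others were added after seeing the data: clustering without the hair matrix and shaft genes, cluster 12 counted as dermal papilla, and keratinocyte-like cells without the hair matrix-like cells.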

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

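This part reports class shares above control and list medians above the random range in a library that the article does not report on, the one labelled metformin, with other values for comparison. With 1 library per condition the intervals cover counting error only. The test of free RNA and the restriction to cells with a Dct UMI were chosen after the result was seen, whereas the tests of depth and of pigment genes were written down before their results were seen.

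Hair matrix, shaft or inner root sheath-like cells were 17 of 9673 control cells (0.176%) and 899 of 8827 metformin cells (10.2%, 95% exact binomial interval 9.56 to 10.8). They formed clusters 9, 23 and 31, with 16, 0 and 1 control cells and 615, 202 and 82 metformin cells, and a cluster held almost wholly by 1 library can reflect that library and not a cell type. All 13 measured genes of the hair shaft and inner root sheath list were higher in the keratinocyte-like cells labelled metformin, with a median log2 ratio of 4.13, which was 1.07 without the hair matrix-like cells. Krt35, a keratin of the hair cortex (ENSMUSG00000048013, chromosome 11 of GRCm38 from 100092193 to 100096241), had 18 UMIs in control and 3118 in metformin, a ratio of 120 (76.0 to 203). Krt25, an inner root sheath keratin (chromosome 11 from 99315516 to 99322951), had a ratio of 33.5 (28.0 to 40.4), with 111 of its 123 control UMIs in 1 cell, and Msx2, a transcription factor of the hair matrix, had a ratio of 11.8 (9.73 to 14.3).

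Free RNA from hair shafts was argued against as the source of the hair matrix-like cells. Both libraries were clustered together at full depth without the hair matrix and shaft genes, and the metformin cells were then thinned to 1500 UMIs. A hair keratin UMI was found in 69.0% (65.8 to 72.0) of the metformin cells of 1 cluster. It was found in 1.68% (1.40 to 2.00) of all other metformin cells. Thinned to 1500 UMIs, a hair keratin UMI was found in 3.54% of metformin and 0.18% of control T cell-like cells. In fibroblast-like cells the shares were 1.79% and 0.06%. Some free hair keratin RNA in the library labelled metformin is therefore left open. It could also add to the hair list median of 1.07 without the hair matrix-like cells. Its source was not tested. Depth and the gene limit were also argued against: with no upper limit on genes and every cell thinned to 1500 UMIs, 4.23% (3.85 to 4.63) of the metformin cells and 0.10% (0.048 to 0.18) of the control cells had at least 3 genes of the hair shaft list, with 603 and 1164 shallower cells left out. A candidate explanation is that the skin labelled metformin held growing follicles, in which pigment cells are active. In melanocyte-like cells (51 control and 42 metformin cells, a cluster that also had the glial genes Scn7a and Cdh19 among its top 10) the 5 measured pigment genes had a median log2 ratio of 1.89, which was 1.63 over the 20 and 18 of these cells with a UMI of the pigment cell gene Dct, where Tyr, the rate-limiting enzyme of melanin synthesis, had 17 and 110 UMIs (ratio 4.64, 2.77 to 8.25). Whether metformin, the hair cycle of the animal or the site of the skin lies behind growing follicles was not tested, since each goes with the single library.

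The dermal papilla-like class made up 3.60% of control and 3.65% of metformin cells. With cluster 12 counted, a choice made after seeing the data, the shares were 5.96% and 7.62%. With each library clustered on its own they were 6.29% and 3.89%, but these shares do not cover like cells. The 6.29% holds 267 control cells led by Tnn, Lrrc15, Wif1 and Col11a1, whereas 400 metformin cells led by Lrrc15 and Col11a1 were named fibroblast. In the joint clustering, cluster 21 (Slc26a7, Notum) held 75.6% of the class in control and cluster 16 (Hhip, Wif1, Rspo3) held 94.4% of it in metformin. Across the class, 8 of 10 measured growth factors of hair growth were higher in metformin, with a median log2 ratio of 0.73, and 0.53 as a mean over cells, which is within the range of random lists. Its metformin cells were also deeper, at a median of 3910 UMIs against 2208. Fgf7, a growth factor for epithelial cells (chromosome 2 from 126034658 to 126091185), was at 85.4 CPM in control and 628 CPM in metformin (ratio 7.36, 5.78 to 9.48). Rspo2, an enhancer of Wnt signalling, had a ratio of 3.55 (2.57 to 5.02).

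Keratinocyte-like cells made up 55.7% of the metformin cells, basal epidermis-like cells 23.1% (12.8% in control, a difference of 10.3 points that was 6.04 with each library clustered on its own), and hair follicle stem or germ-like cells 5.64% (2.00% in control). The 6.04 leaves out an unnamed cluster of 305 metformin cells led by Ube2c, whereas 195 control cells led by Ube2c counted as basal epidermis-like. T cell-like cells made up 7.74% of the metformin cells, 1.26 points above control, but the difference was 0.63 points (-0.018 to 1.29) with the wider cell filter. At Leiden resolution 2 it was 0.54 (-0.099 to 1.19). There a cluster with Gzmc and Il17a, whose best type was T cell (158 control and 207 metformin cells), stayed unnamed. Vascular endothelium-like cells made up 2.02%. All 15 cell division genes were higher in metformin keratinocyte-like cells (median log2 ratio 1.38, and 0.93 without the hair matrix-like cells), with a ratio of 3.20 (2.88 to 3.56) for the proliferation marker Mki67. Beside hair genes, the 10 highest ratios in this class included the fibroblast marker Dcn, from 18.3 to 108 CPM (ratio 5.93, 5.38 to 6.55), with a UMI in 206 of 3107 control and 630 of 4920 metformin cells, and its source was not tested. In fibroblast-like cells 9 of 11 measured cell division genes were higher (median 1.42), on counts as low as 12 and 46 UMIs for Mki67. Nuclear genes of respiratory chain complex I were higher for 14 of 15 members in fibroblast-like cells (median 0.20, and 0.41 with the wider filter). Genes of the extracellular matrix were higher for 12 of 15 (median 0.24, but 0.18 and within the random range with the wider filter). With that filter the fibroblast-like class also took in 259 control and 444 metformin cells led by Col11a1 and Lrrc15, a cluster that the main clustering left unnamed. In T cell-like cells 10 of 14 immediate early genes were higher (median 0.26, but 0.10 and within the random range with doublets kept), among them Fos with a ratio of 1.40 (1.35 to 1.45).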

How the results depend on the processing

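No paired analysis was possible because each condition has 1 library. Of 91 values of class shares under other settings, 73 stayed within the counting interval of the reported difference, as did 80 of 88 gene ratios. Of 165 list medians, 31 were scaled by the median gene ratio, which shifts a list and its random lists alike. Their calls could not change. In all, 154 of the 165 kept their call against the central 95%. Some medians within it changed sign: IL-23/Th17 axis (0.001, wider filter) and interferon response (0.18, mean over cells) in T cell-like cells, inhibitors of hair growth in dermal papilla-like cells (0.23, mean over cells), and endothelial activation (-0.08, doublets kept). The difference in T cell-like cells with an Il17a or Il17f UMI stayed within its interval in each of 4 settings, but at Leiden resolution 2 the shares themselves fell to 0.64% of 469 and 1.05% of 476 cells, because most such cells were no longer in clusters named T cell. In points, metformin minus control, the wider cell filter gave 21.92 for keratinocyte-like cells, 13.89 for hair matrix-like, 4.36 for hair follicle stem or germ-like, -5.99 for suprabasal-like and -20.71 for fibroblast-like cells. It reversed the unnamed clusters (-0.97) and, on the log2 scale, Cxcl1 in keratinocyte-like cells (0.31). With each library clustered on its own, these values compare unlike cells: 19.42 for keratinocyte-like, 6.04 for basal epidermis-like and -20.99 for fibroblast-like cells. So do dermal papilla-like (-2.40) and melanocyte-like cells (1.33), which with sebaceous gland-like cells (0.55) changed sign from reported intervals that include 0. Macrophage-like cells (0.85), also unlike, and suprabasal-like cells (0.11) reversed. Counting cluster 12 as dermal papilla, chosen after seeing the data, gave 1.67. Leiden resolution 2 gave -1.23 for suprabasal-like cells and 3.38 for the unnamed clusters. List medians fell within the central 95% under the wider filter for glycolysis (-0.12), extracellular matrix (0.18) and inhibitors of hair growth (-0.20) in fibroblast-like cells, a class that this filter also changed. They did so as a mean over cells for inhibitors of hair growth in fibroblast-like cells (-0.15) and growth factors in dermal papilla-like cells (0.53), and with doublets kept for immediate early genes in T cell-like cells (0.10). Without hair matrix-like cells, also chosen after seeing the data, the immediate early (-0.049) and interferon (-0.061) lists of keratinocyte-like cells did so too. With a minimum of 5 counts as well, that interferon median was -0.21 and below the central 95%. Medians left the central 95% for regulatory T cell genes as a mean over cells (0.34), complex I in keratinocyte-like cells under the wider filter (0.26), and endothelial activation, with its sign changed, at a minimum of 5 counts (-0.33). Causes were not tested. Over all cells metformin was deeper than control (medians of 5568 and 3556 UMIs), as it was within dermal papilla-like (3910 and 2208), fibroblast-like (3113 and 2668.5) and endothelium-like cells (3111 and 2789), but not within keratinocyte-like (7351.5 and 8111) or T cell-like cells (2245 and 2303), and classes of few cells, such as the 125 and 178 endothelium-like cells, limit what could be detected.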

Other observations

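The tests of suprabasal-like cells (all clusterings), of few cells and of dissociation stress were chosen after the result was seen, whereas the test of fibroblast-like clusters was written down before. The values here on IL-17, IL-23, Cxcl16 and endothelial genes belong to other skin than the imiquimod-treated skin of the article. Il17a, the main cytokine of Th17 cells (chromosome 1 of GRCm38 from 20730905 to 20734496), had 511 UMIs in the T cell-like cells labelled control and 516 in those labelled metformin, or 314 and 292 CPM (ratio 0.93, 0.82 to 1.05). Il17f had 84 and 76 UMIs. Il22 had 46 in control, of which 18 lay in 1 cell, and 59 in metformin, of which 38 lay in 1 cell. An Il17a or Il17f UMI was found in 8.93% of control and 10.4% of metformin T cell-like cells, at medians of 2303 and 2245 UMIs, against 0.075% and 0 of 1471 in fibroblast-like cells at medians of 2668.5 and 3113 UMIs. Thinned to 1500 UMIs, the shares were 9.32% (7.04 to 12.0) and 9.76% (7.50 to 12.4), with 69 and 89 cells left out. Trdc, a constant gene of the gamma delta T cell receptor, was detected in 76.1% of the control and 66.0% of the metformin T cell-like cells, and in 73.8% and 67.7% of those thinned to 1500 UMIs. Il23a had 27 and 34 UMIs in keratinocyte-like cells, or 1.07 and 0.94 CPM (ratio 0.87, 0.51 to 1.51).

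Cxcl16, a chemokine that binds Cxcr6 (chromosome 11 from 70453983 to 70459984), was at 83.3 CPM in control and 51.0 CPM in metformin keratinocyte-like cells (ratio 0.61, 0.57 to 0.65, and 0.73, 0.69 to 0.78, without the hair matrix-like cells). Its receptor gene Cxcr6 had 214 and 289 UMIs in T cell-like cells (ratio 1.24, 1.04 to 1.49), with 24 of the 289 in 1 cell, and a UMI in 16.7% of control and 15.5% of metformin cells thinned to 1500 UMIs. Cxcr6 was not detected in 125 control and 178 metformin vascular endothelium-like cells, at medians of 2789 and 3111 UMIs. The exact 95% binomial upper limits on the share of cells with a UMI were 2.91% and 2.05%. A count of 3 in place of 0 would be 2.40% and 1.69% of the cells. In these endothelium-like cells the adhesion molecule Vcam1 had a ratio of 0.48 (0.33 to 0.72) and Sele, which encodes E-selectin, one of 1.24 (0.99 to 1.55). The chemokine gene Cxcl1 had 44 and 22 UMIs there (ratio 0.31, 0.17 to 0.52), with 21 of the 44 in 1 cell. Of 12 measured endothelial activation genes, 7 were higher and 5 lower in metformin (median log2 ratio 0.13), and the median was -0.33, below the range of random lists, when members with at least 5 counts entered.

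Of the 31 pairs of a list and a class, 7 lay above and 16 below the central 95% of matched random lists. In keratinocyte-like cells 12 of 13 epidermal alarm genes were lower in metformin (median log2 ratio -1.07), as were 10 of 14 chemokines and cytokines (-0.47), all 14 genes of cholesterol synthesis (-0.65) and all 14 of glycolysis (-0.46). Without the hair matrix-like cells these medians were -0.84, -0.51, -0.66 and -0.30, with 13 of 14 glycolysis genes lower. Each was still below the random range. With the wider filter as well they were -0.394, -0.632, -0.833 and -0.215, again below it. Sprr1b, a precursor of the cornified envelope, was at 212 CPM in control and 39.7 CPM in metformin. Ccl20, a chemokine that attracts Ccr6-positive T cells, was at 109 and 27.7 CPM. The share of suprabasal-like cells in this class differed too. How far the mix of keratinocyte-like cells accounts for these values was not tested. Interferon response genes were lower for 7 of 9 members (-0.31) and immediate early genes for 12 of 14 (-0.16). Both lay within the random range without the hair matrix-like cells. When members with at least 5 counts entered there, 10 of 12 interferon response genes were lower (-0.21), which was below the range. In fibroblast-like cells all 12 interferon response genes (-0.49), 13 of 14 genes of cholesterol synthesis (-0.33), 12 of 14 of glycolysis (-0.20), 8 of 11 growth factors (-0.29) and 7 of 12 hair growth inhibitors (-0.26) were lower. The wider filter gave -0.87 for interferon response, -0.61 for growth factors and -0.29 for cholesterol synthesis. With the wider filter, where this class also took in the cluster led by Col11a1 and Lrrc15, glycolysis (-0.12) and hair growth inhibitors (-0.20) lay within the random range. The inhibitors did so as a mean over cells too (-0.15). In vascular endothelium-like cells 8 of 11 interferon response genes (-0.75) and 9 of 14 immediate early genes (-0.24) were lower, among them Ifi27l2a with a ratio of 0.24 (0.19 to 0.30). Lists within the random range were, in T cell-like cells, the IL-23/Th17 axis (-0.12), cytotoxic and Th1 genes (0.17), regulatory T cell genes (0.25, but 0.34 and above the range as a mean over cells) and interferon response (-0.20). The others were complex I in keratinocyte-like cells (0.14, but 0.26 and above the range with the wider filter), inhibitors of hair growth in dermal papilla-like cells (-0.13), and endothelial growth and VEGF response (0.04) and endothelial activation in endothelium-like cells. Among genes with the highest ratios in fibroblast-like cells were the matrix genes Kera (4.09, 3.39 to 4.94), Fmod (3.39, 2.96 to 3.89) and Postn (2.58, 2.46 to 2.70). In macrophage-like cells Krt16, a keratinocyte gene, had 207 control UMIs, of which 188 lay in 1 cell, and 2 metformin UMIs.

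Cornification genes were lower in metformin keratinocyte-like cells for 13 of 14 members, with a median log2 ratio of -1.35. Suprabasal-like cells were 19.7% of the control and 7.42% of the metformin keratinocyte-like cells, and within them the median was -0.41, with 13 of 14 members still lower, which leaves open how far a smaller share of suprabasal-like cells may account for the difference. These shares were 29.85% and 8.98% with the wider filter, where the median within was -0.49. At Leiden resolution 2 they were 36.75% and 17.79%, and the median within was -0.65, with 14 of 14 members lower. They were 37.85% and 23.44% with each library clustered on its own, where suprabasal-like cells were 11.7% and 11.8% of all cells. The median within them was -0.83 there, so the answer depends on the clustering. The naming differs too. In the main clustering, cluster 4 (522 control and 635 metformin cells, led by Krt16, Clca3a2 and Krt1) had no finer name. At Leiden resolution 2, a cluster led by Krt1 and Krt16 (368 control and 421 metformin cells) was named suprabasal. With each library clustered on its own, so were clusters with Krt1 and Krt16 among their first genes (737 control and 679 metformin cells). Lce1m, Lce1a1 and Lce1b, late envelope genes, had 10329, 1450 and 1351 UMIs in control and 6, 2 and 0 in metformin keratinocyte-like cells, and at most 6 control cells held 90% of the counts of each gene, so these ratios rest on a few cells. With the wider filter 1 metformin cell held 2333 of 2344 Lce1m UMIs, and the control over metformin ratio of Lce1m was 6.52.

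Immediate early genes and chemokines were lower in metformin fibroblast-like cells, with medians of -0.57 (14 of 14 lower) and -0.51 (7 of 12 lower). With the wider filter, which also changed this class, the medians were -0.72 and -0.89. Nr4a1 had a ratio of 0.38 (0.36 to 0.40) and Ccl2, which attracts monocytes, one of 0.33 (0.31 to 0.36). Stress during dissociation of the whole suspension cannot be told apart from a difference in the skin. The immediate early list was lower in endothelium-like cells (-0.24) as well. In keratinocyte-like cells its median was -0.16, but -0.049 and within the random range without the hair matrix-like cells. In T cell-like cells its median of 0.26 was above the random range but 0.10 and within it with doublets kept. Other proportions of the 5 fibroblast-like clusters were argued against, since the median over the 26 members of both lists was -0.58 with each cluster given the same weight in both libraries and -0.56 without, and metformin, the hair cycle and handling stay open.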
